A study of Danio rerio with 2 samples. Its data were reported in "Analysis of gene network bifurcation during optic cup morphogenesis in zebrafish" (2021).

How the data were processed

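ATAC-seq libraries from RPE cells, sorted by flow cytometry from embryos of a zebrafish line with an RPE reporter at 23 hpf, were analysed as 1 group with 2 replicates, as the labels give them. NR libraries of the same design were not analysed here. With a single group there was no test between groups, and no pairing of samples applied.

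According to the study's methods, the authors tagmented sorted cells and sequenced paired ends. They mapped the reads to the danRer10 assembly with Bowtie2, leaving out unpaired alignments, and removed duplicates with the rmdup tool of Samtools. The authors moved each read start by a few bases to the position where the transposase bound, and kept pairs with a short insert as nucleosome-free. The values deposited by the authors are raw counts per peak, whole numbers not scaled to library size, for the same list of peaks in both libraries. The study describes its open chromatin regions as detected in NR and RPE precursors. The peak caller, whether peaks were called in each library or on pooled libraries, and whether reads, cut sites or pairs were counted are not stated. This limits the measurements in several ways. Peaks that rest on NR libraries need not be open in the RPE, which bears on peaks with few counts. If both ends of a pair were counted, the counts are not independent molecules, and intervals and tests that assume counting error are then too narrow. Short inserts favour accessible sites over nucleosomes, and removal of duplicates by position lowers the counts of the strongest peaks most. Intervals cover counting error only, and those for the top peaks take the choice of peaks as fixed.

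From the deposited counts, CPM was computed with the total count in peaks of each library, 23996755 in replicate 1 and 19653966 in replicate 2. Agreement was described on log2(CPM + 1). Ratios of single peaks were computed after adding 0.5 counts to each library. The biological coefficient of variation was estimated with edgeR 4.0.16 in R 4.3.3 (TMM, intercept-only design, estimateDisp and glmQLFit). TMM factors were 0.969 and 1.03 for replicates 1 and 2, and DESeq2 1.42.0 size factors were 1.07 and 0.935. Differences of each peak between the libraries were tested with an exact two-sided binomial test (the smaller tail doubled) of the count in replicate 1 against its share of the total count, with Benjamini-Hochberg adjustment over peaks and a threshold of 0.05. Trends with count or width were removed by a locally weighted regression with a span of 0.3. Shares of counts of each library were given exact (Clopper-Pearson) 95% intervals. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used, with a random seed of 11.

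Both procedures were tested on simulated data. On 238369 simulated peaks with the depths of the RPE libraries, coefficients of variation of 0.1 and 0.2 were estimated as 0.1003 and 0.1997. When 200 of 238369 simulated peaks were raised 2-fold in replicate 1, the binomial test called 175 of them (87.5%) and 2 unchanged peaks. With none raised it called 0. The raised peaks were drawn from those with a summed count of at least 100, so the rate for weaker peaks was not tested. When counts of the 238369 peaks were split between the libraries by the observed trend with the count and counting error alone, 16 peaks were called, and 3 after removal of the trend.

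Peaks named in the text were the 5 with the highest mean CPM and, among those with at least 50 counts in both libraries together, the 3 with the largest and the 3 with the smallest ratio between the libraries. This rule and the main alternatives were fixed before the data were examined. Other peaks or regions are said to be chosen later where they are named. Alternatives tried were a minimum of 10 counts in both libraries, numbered chromosomes only, a pseudocount of 0.1, TMM and DESeq2 scaling, thinning to the shallower library, CPM per kb, DESeq2 dispersion, removal of trends with count and width, other rankings of peaks, and leaving out each replicate. Coordinates are those of danRer10, with the first base numbered 1. No annotation or sequence of that build was used here, so peaks are given by position without genes, and the planned results on promoters, gene lists and motifs were left out.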

Results

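Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase cuts and tags open chromatin, in cells of the retinal pigment epithelium (RPE) of zebrafish embryos at 23 hours post fertilization (hpf). The RPE is the outer layer of the optic cup, and at this stage it separates from the neural retina (NR). The cells carried the E1_bHLHe40:GFP transgene, a fluorescent reporter of RPE precursors, and were isolated by flow cytometry. The data comprised 2 libraries of 1 group, named RPE replicate 1 and RPE replicate 2. The study set out to contrast the RPE with the NR. NR libraries were not analysed here, so no contrast between domains was made. The questions addressed were how closely the RPE replicates matched, which peaks differed between them, and how the accessible chromatin was distributed over peaks and chromosomes.

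Each library was quantified over the same 238369 peaks of the danRer10 genome. RPE replicate 1 had a total of 23996755 counts in peaks and RPE replicate 2 had 19653966. The median peak had 42 counts in replicate 1 and 39 in replicate 2. In replicate 1, 1067 peaks (0.448%) had 0 counts, and in replicate 2, 338 peaks (0.142%). A total of 192275 peaks (80.7%) had at least 10 counts in both libraries, whereas 18020 peaks (7.56%) were under 10 counts in both. The peaks were 100 to 2929 bp wide with a median of 262 bp, and together they covered 70.9 Mb. The smallest width, 100 bp, was shared by 14488 peaks (6.08%). Wide peaks held more counts: the Spearman correlation of width and mean count, scaled to the same total in each library as CPM, was 0.885 across peaks. The 10% of peaks with the highest mean CPM had a median width of 572 bp, against 106 bp for the 10% with the lowest.

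To establish how well the replicates matched, log2(CPM + 1) was compared across all 238369 peaks. Pearson's r was 0.963 and Spearman's rho was 0.941. The median absolute log2 ratio between the libraries was 0.22 with the pseudocount of 1 CPM and 0.35 with a pseudocount of 0.1 CPM. Peaks are not independent replicates, so these coefficients describe this pair of libraries and carry no p-value. The choice that moved the correlation most was dividing CPM by the width of the peak in kb, after which r was 0.851. Before the pseudocount, this division leaves the ratio of the libraries at each peak unchanged. Width rose with mean CPM (Spearman correlation 0.885), so it narrows the range across peaks on which r depends. The lower r is therefore no sign by itself of poorer agreement. The common biological coefficient of variation, the relative spread between replicates beyond counting error, was 0.204 by edgeR. It fell along the range of accessibility: the trended value was 0.455 at the 10th percentile of average log2 CPM, 0.215 at the median and 0.153 at the 90th percentile. The fitted curve of DESeq2 gave the largest departure, with a coefficient of 0.374 at the median over peaks.

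**Figure D1:**
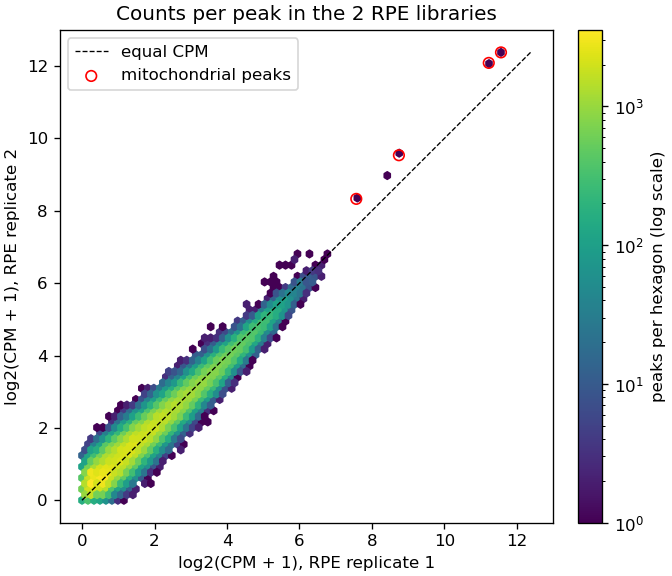
Density of peaks by log2(CPM + 1) in RPE replicate 1 (x axis) and RPE replicate 2 (y axis), with colour for the number of peaks per hexagon on a log scale and a dashed line at equal CPM. The 238369 peaks follow the line with r = 0.963, and the 4 mitochondrial peaks (red circles) lie above it.

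The balance of the libraries shifted with the count of the peak. Peaks were ranked by their summed count in both libraries and divided into 10 classes of equal size. In the lowest class, with at most 17 counts, the median log2 ratio of replicate 1 to replicate 2 was -0.65 (SD 1.40 across 23837 peaks). In the highest class, with at least 457 counts, it was 0.10 (SD 0.26 across 23837 peaks). Weakly accessible peaks held a larger share of the counts in replicate 2, and strongly accessible peaks in replicate 1.

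**Figure D2:**
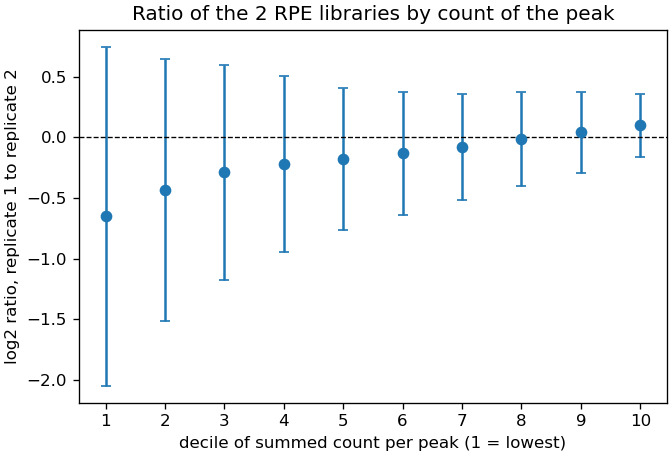
Median log2 ratio of RPE replicate 1 to RPE replicate 2 (y axis) in 10 classes of peaks by summed count (x axis, lowest to highest), with bars for the SD across the peaks of a class. The median moves from -0.65 in the lowest class to 0.10 in the highest.

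The number of peaks that differed between the libraries by more than counting error was determined with an exact two-sided binomial test on each of the 238310 peaks with any count, adjusted by the Benjamini-Hochberg method. This test compares the libraries, not conditions. At an adjusted p under 0.05, 31711 peaks (13.3%) differed. Of these, 12139 were higher in replicate 1 and 19572 in replicate 2, so that 38.3% were higher in replicate 1. This split depended on the scaling of the libraries: with TMM factors 33709 peaks differed and 56.4% of them were higher in replicate 1, and with DESeq2 size factors 33987 differed and 56.9% were higher in replicate 1. Once the trend of the ratio with the count was removed, 24477 peaks differed, and 20095 of the 31711 were among them. The chi-square over peaks was 3.73 times its degrees of freedom, so the files are not copies of the same counts. It cannot exclude that 1 library was sequenced again, because the counts may not be independent molecules. The study describes its libraries as biological replicates.

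Among peaks with at least 50 counts in both libraries together, the 3 with the largest ratios were on chromosomes 16, 19 and 12. The peak at chromosome 16, 16651412 to 16651724, had 47 counts in replicate 1 and 4 in replicate 2, a log2 ratio of 3.11 (exact binomial test, adjusted p = 3.25e-06). The peak at chromosome 19, 11633338 to 11633649, had 65 and 8 counts, a log2 ratio of 2.66. The peak at chromosome 12, 25290988 to 25291161, had 57 and 8 counts, a log2 ratio of 2.47. The 3 smallest ratios were found on chromosomes 10, 22 and 13. The peak at chromosome 10, 17511766 to 17511999, had 6 counts in replicate 1 and 45 in replicate 2, a log2 ratio of -3.10 (exact binomial test, adjusted p = 1.36e-07). The peak at chromosome 22, 27009131 to 27009389, had 6 and 44 counts, a log2 ratio of -3.06, and the peak at chromosome 13, 16049468 to 16049908, had 9 and 60 counts, a log2 ratio of -2.96. All 6 differ by more than counting error, but each has few counts in 1 library.

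Next, the concentration of the counts in the most accessible peaks was examined. The top 1% of peaks, ranked in each library, held 11.1% of the counts in replicate 1 (exact 95% binomial interval 11.07 to 11.09%) and 10.8% in replicate 2 (10.78 to 10.80%), a mean of 10.9% ± 0.204 (SD, n = 2). The top 10% held 49.0% in replicate 1 (48.97 to 49.01%) and 46.4% in replicate 2 (46.39 to 46.44%), a mean of 47.7% ± 1.82 (SD, n = 2). These intervals take the set of top peaks as fixed and cover only the counting error of its share. The peaks were chosen by the same counts, and the error of that choice is left out. Ranked in the other library, the top 1% held 10.83% in replicate 1 and 10.55% in replicate 2, outside these intervals. Ranking peaks by CPM per kb moved the mean share of the top 10% most, to 44.9%. Ranking by own counts gives the largest share by definition, so another ranking of the same peaks can only lower it. The Gini coefficient of the counts, which is 0 when all peaks are equal and approaches 1 when few peaks hold all counts, was 0.641 in replicate 1 and 0.608 in replicate 2. Of the 2384 peaks in the top 1% of each library, 1947 (81.7%) were shared. For the top 10% the shared number was 21151 of 23837 (88.7%).

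The 5 peaks with the highest mean CPM were 4 mitochondrial peaks and 1 nuclear peak. Mitochondrial peaks at positions 13645 to 16513 and 69 to 2572 had a mean of 4163 CPM ± 1621 (SD, n = 2) and 3365 CPM ± 1381 (SD, n = 2). Those at 2587 to 2990 and 3002 to 3162 had 583.6 CPM ± 220.8 (SD, n = 2) and 254 CPM ± 93.0 (SD, n = 2). The nuclear peak, at chromosome 5, 826080 to 826676, had 417 CPM ± 121 (SD, n = 2). It was lower in replicate 1 than in replicate 2, with 331 against 502 CPM, a log2 ratio of -0.60 (exact binomial test, adjusted p = 2.55e-164). The 2 neighbouring peaks within 50 kb that had at least 50 counts had a median log2 ratio of -0.0043, and no sequence was used here to check how reads were placed at this peak. The next highest peak on the numbered chromosomes, at chromosome 16, 11259578 to 11261002, was named after its values were seen. It had 110.3 CPM ± 0.132 (SD, n = 2).

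Finally, the distribution over chromosomes was compared. Mitochondrial peaks held 0.602% of the counts in replicate 1 (exact 95% binomial interval 0.599 to 0.605%) and 1.07% in replicate 2 (1.067 to 1.076%), with a mean of 0.837% ± 0.332 (SD, n = 2). This is a 1.78-fold difference between replicates, beyond counting error, and the log2 ratio was -0.83. In contrast, the summed counts of the 25 numbered chromosomes differed little, with log2 ratios from -0.02 on chromosome 5 to 0.05 on chromosome 22. A total of 4550 peaks lay on 726 unplaced scaffolds and held 1.59% of the counts in replicate 1 and 1.62% in replicate 2. Peak density up to the last peak was 97.0 peaks per Mb on chromosome 4, while on the other 24 numbered chromosomes it ranged from 166.9 per Mb on chromosome 1 to 202 per Mb on chromosome 23. Within chromosome 4, the density differed by position. The first 30 Mb had a median of 222 peaks per Mb. Between 30 and 70 Mb, a region delimited after its values were seen, 652 peaks were found with a median of 14.5 per Mb and a range of 3 to 40. These peaks had a median summed count of 42.5, against 82 on all numbered chromosomes, and the repeat content of the region was not analysed here. Across the other 1288 complete megabases of the numbered chromosomes the median was 180 peaks.

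**Figure D3:**
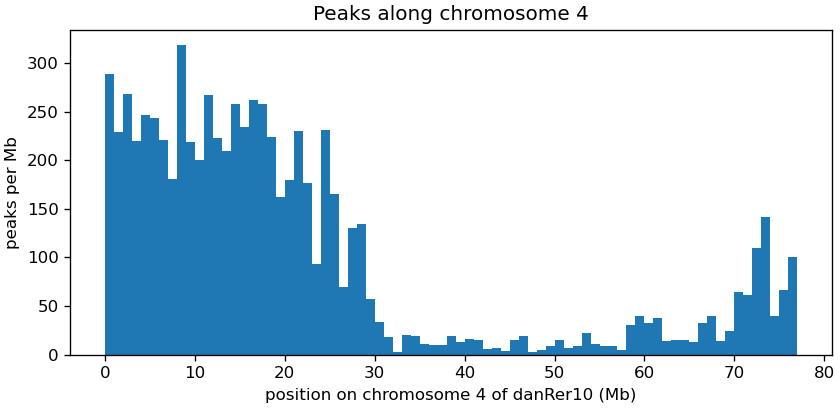
Number of peaks in each Mb (y axis) along chromosome 4 of danRer10 (x axis, position in Mb). Each megabase between 30 and 70 Mb has 3 to 40 peaks, against a median of 222 before 30 Mb.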

Values the study reported

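The study reported 238,369 open chromatin regions from NR and RPE precursors at 23 hpf. Of these, 30172, or about 12.6%, were reported as differing between the domains at an adjusted p-value under 0.05, and 4.8% at a stricter adjusted p-value under 0.001. At the first threshold, the study counted 18,909 regions more open in the RPE and 11,263 more open in the NR.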

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

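One alternative, the removal of a trend with peak width, was chosen after the data were seen. The correlation of the libraries across peaks was 0.963. It was 0.960 with at least 10 counts in both libraries, 0.962 after thinning, 0.936 with a pseudocount of 0.1 and 0.851 for CPM per kb. On numbered chromosomes and under TMM or DESeq2 scaling it was 0.963. Dividing by width narrows the range across peaks, but how much of the fall to 0.851 this gave was not tested. The cause of the other changes was not tested. The median absolute log2 ratio, 0.22 with a pseudocount of 1, was 0.35 with a pseudocount of 0.1 and 0.33 for CPM per kb, and 0.21 to 0.23 under the other alternatives.

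The common coefficient of variation was 0.204. It was 0.204 with DESeq2 size factors, 0.203 on numbered chromosomes and 0.174 with at least 10 counts in both libraries, a filter that removes the weak peaks with the largest spread. DESeq2's own dispersion gave 0.374, and the cause was not tested.

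The number of differing peaks, 31711, stayed within 1.5 times under 6 alternatives, from 24477 with the trend on count removed to 33987 with DESeq2 size factors. The direction was less stable. The share of differing peaks that were higher in replicate 1 was 38.3% with total counts, 56.4% with TMM, 56.9% with DESeq2 size factors, 47.2% without the trend on count and 59.2% without the trend on width, so these data give no direction for the difference. It was 45.1% with at least 10 counts in both libraries and 37.0% on numbered chromosomes.

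The share of counts in the top 10% of peaks, 47.7%, was 44.9% when ranked by CPM per kb. Ranking by a library's own counts gives the largest share by definition. Any other ranking of the same peaks can only lower the share, so the direction of this change carries no information. Single replicates gave 46.4% to 49.0%. Ranking in the other library and numbered chromosomes moved it by less than the SD. The mitochondrial share ranged from 0.602% to 1.07% over the fits that each left out 1 replicate. Of 12 other values, for the median absolute log2 ratio and the top 1% of peaks, 10 moved, 6 of them higher and 4 lower. Any change was counted for the ratio, and a change over the SD for the top 1%. The mean share of the top 1%, 10.9%, was 9.41% when ranked by CPM per kb and 10.2% on numbered chromosomes. It was 10.7% when ranked in the other library. For both other rankings a lower share was again fixed in advance. The 2 values that stayed were single replicates, which with 2 replicates always lie within 1 SD of their mean.

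Few counts limit the weak peaks: 18020 peaks were under 10 counts in both libraries. Whether low depth or chromatin not open in the RPE gave these counts was not tested. No paired analysis was possible because there is 1 group. Leaving out a replicate gives no value for agreement, dispersion or differing peaks. Not run, for want of a danRer10 annotation or sequence in this work, were the correction for GC content and the planned results on promoters, gene lists and motifs with their alternatives.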

Other observations

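Tests on the peaks that differ between the libraries were written down before their results were seen, except that the removal of the trend with width was added after the data were first examined. All other tests in this part were chosen after the result was seen. The design has 1 group, so apart from copy number or haplotype no biological explanation was tested for any pattern.

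The 31711 peaks that differed between the RPE replicates were compared with technical explanations. The chi-square per degree of freedom over all peaks was 3.73. It sets the counts against the same counting error as the test that called the peaks, so it is no separate evidence against counting error. On simulated counts with the observed trend and counting error alone, the test called 16 peaks, and 3 after removal of the trend. In the RPE libraries it called 31711 and 24477, which argues against counting error of independent counts as the whole cause. Counts that are not independent molecules were not simulated. A shift of the ratio with the count is not the whole cause, since 63.4% of the peaks still differed after that trend was removed. For the trend with width the figure was 75.9%. Large regions with another copy number predict correlated neighbours over long distances. This was tested among peaks with a summed count of at least 100, with the trend on count removed. The Spearman correlation of their log2 ratios was 0.158 for adjacent peaks (median distance 5.35 kb). It was 0.049 at a median of 92.6 kb and 0.008 at 554 kb. Unplaced scaffolds held 1.81% of the differing peaks. The trends and unplaced scaffolds are each ruled out as the whole cause, and so are large regions among peaks with at least 100 counts. A part for the trends remains.

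The log2 ratio shifted with the count of the peak, from a median of -0.65 to 0.10 over 10 classes. A candidate explanation is more background per base pair in replicate 2, which predicts that wide peaks have a lower ratio than narrow peaks of the same count. Among peaks on numbered chromosomes with 50 to 99 counts, the median log2 ratio was -0.29 (bootstrap SE 0.021) in 1228 peaks over 420 bp and 0.00 (bootstrap SE 0.015) in 1884 peaks of at most 130 bp, a difference of -0.29. This is consistent with the hypothesis. It rests on this single contrast, which excludes no other explanation. The widths come from a peak list that the study describes for NR and RPE precursors together.

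The spread between the libraries had an unusual form. After removal of the trend on count, the chi-square per peak was 1.41 (SE 0.021) at 1 to 9 counts, 2.39 (SE 0.019) at 10 to 19 counts, 2.77 (SE 0.021) at 30 to under 50 counts, 2.96 (SE 0.025) at 100 to under 150 counts and 7.59 (SE 0.325) at 1000 counts or more. From 10 to under 150 counts its highest value was 1.24 times its lowest. A single relative spread, taken from the peaks with at least 1000 counts, predicts 1.07 at 10 to 19 counts, well under the 2.39 found. Both ends of a fragment counted in the same peak, added to that spread, give at most 2.18 at 30 to under 50 counts, under the 2.77 found. A relative spread that is larger in weak peaks stays open. The trended coefficient of variation was 0.455 at the 10th percentile of average log2 CPM and 0.153 at the 90th. It was fitted to the same counts, so it is no separate evidence for such a spread. Molecules counted more than once, or peaks kept because 1 library was high, stay open too, because only counts in selected peaks were used. A constant factor from such molecules does not by itself give the lower value at 1 to 9 counts. At 50 to 99 counts the chi-square per peak was 2.21 (SE 0.069) in peaks of at most 130 bp and 3.31 (SE 0.126) in peaks over 420 bp.

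Neighbouring peaks were in some places shifted together. Peaks with at least 50 counts and at least 1000 bp apart were grouped in 12471 windows of 50 kb with at least 5 peaks, and their log2 ratios were centred on the median. In 284 windows the median was at or under -0.5, higher in replicate 2, and in 89 it was at or over 0.5. In 100 shuffles of the ratios among peaks of like count, at most 211 and 64 windows passed, so chance runs do not account for all. The trend with the count does not account for all of them either: 172 of the 284 windows still passed after its removal. After its removal 191 windows were at or under -0.5, against at most 123 in the shuffles, and 108 were at or over 0.5, against at most 98, so the excess on the side of replicate 1 was small. Most single windows could arise by chance all the same, since a shuffle gave 181 low windows on average before the trend was removed. Among the 6 lowest windows, the one with the most counts, chosen after its values were seen, lay on chromosome 7 from 52730350 to 52747355. Its 5 peaks were all lower in replicate 1, with 65.0 CPM against 138 CPM in sum and a median log2 ratio of -1.08. This span also holds a strong peak counted in the next paragraph, at 52740110 to 52740791. That peak had a mean of 66.0 CPM and a log2 ratio of -1.12, so the patterns overlap here. A change in copy number or haplotype between the pools of embryos may give such windows. It predicts peaks that spread about the ratio of their window no more than elsewhere. The chi-square per degree of freedom was 3.84 in the low windows and 3.17 in the others, but the low windows were picked for extreme medians, so this explanation stays open, as does a difference in the mixture or stage of the sorted cells.

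A few strongly accessible nuclear peaks were far higher in replicate 2 than the rest. Of 2976 nuclear peaks with a mean of at least 30 CPM, which had a median log2 ratio of 0.11 (SD 0.20), 15 were at or under -0.5. The mitochondrial peaks had log2 ratios from -0.86 to -0.76, so reads of mitochondrial origin placed at nuclear copies are a candidate source. Such reads would leave the neighbours within 50 kb unshifted. For each peak the median log2 ratio of its neighbours with at least 50 counts was taken, leaving out the 15 peaks themselves. The 15 peaks lay in 13 loci, and with 1 peak per locus the median of these values was -0.51. In 10000 random sets of 13 peaks from the other 2961 strong peaks it ranged from -0.19 to 0.24. This argues against mitochondrial reads as the cause for the set. In 10 of the 15 the neighbours were under the 5th percentile of those of the other strong peaks, which was -0.24. The remaining 5, with ratios from -0.91 to -0.52, had neighbours above that limit. They include the strongest nuclear peak, at chromosome 5, 826080 to 826676, and 4 named after their values were seen: chromosome 20, 4437605 to 4438063; chromosome 17, 53292552 to 53292954; chromosome 1, 39265229 to 39265972; and chromosome 25, 24193194 to 24194004. The last of these lay close to the limit, with 11 neighbours at a median of -0.23. For these 5 a mitochondrial origin cannot be told apart from a change at the peak itself, because no sequence was used here. A search of the danRer10 sequence of these peaks for mitochondrial matches would decide it.

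On chromosome 4, the region from 30 to 70 Mb had 652 peaks in 40 Mb. Low depth is ruled out as the cause, since in the same libraries 3 of 1288 other megabases had at most 40 peaks. These were 2 to 3 Mb on chromosome 3, 2 to 3 Mb on chromosome 7, and 74 to 75 Mb on chromosome 4 itself. Repeated sequence, in which reads cannot be placed, may lower both the number of peaks and their counts. The median summed count per peak was 42.5 in the region and 82 on all numbered chromosomes, but closed chromatin predicts the same, and the sequence was not used here, so the explanations cannot be told apart. The region was also shifted toward replicate 2, with 940 CPM in replicate 1 and 1186 CPM in replicate 2, a log2 ratio of -0.34. After removal of the trend with the count, the median over the peaks of the region was -0.11, against 0.014 over all peaks. This median cannot be set beside the -0.34, which is a ratio of sums. Of 10000 runs of as many neighbouring peaks, 1.07% had a median as low. The runs were drawn by number of peaks, and weaker peaks spread more, so whether the trend is the whole cause is not decided.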
